# Open lung approach with low tidal volume mechanical ventilation attenuates lung injury in rats with massive brain damage

**DOI:** 10.1186/cc13813

**Published:** 2014-04-02

**Authors:** Joerg Krebs, Charalambos Tsagogiorgas, Paolo Pelosi, Patricia RM Rocco, Maximilia Hottenrott, Carsten Sticht, Benito Yard, Thomas Luecke

## Abstract

**Introduction:**

The ideal ventilation strategy for patients with massive brain damage requires better elucidation. We hypothesized that in the presence of massive brain injury, a ventilation strategy using low (6 milliliters per kilogram ideal body weight) tidal volume (V_T_) ventilation with open lung positive end-expiratory pressure (LV_T_/OLPEEP) set according to the minimal static elastance of the respiratory system, attenuates the impact of massive brain damage on gas-exchange, respiratory mechanics, lung histology and whole genome alterations compared with high (12 milliliters per kilogram ideal body weight) V_T_ and low positive end-expiratory pressure ventilation (HV_T_/LPEEP).

**Methods:**

In total, 28 adult male Wistar rats were randomly assigned to one of four groups: 1) no brain damage (NBD) with LV_T_/OLPEEP; 2) NBD with HV_T_/LPEEP; 3) brain damage (BD) with LV_T_/OLPEEP; and 4) BD with HV_T_/LPEEP. All animals were mechanically ventilated for six hours. Brain damage was induced by an inflated balloon catheter into the epidural space. Hemodynamics was recorded and blood gas analysis was performed hourly. At the end of the experiment, respiratory system mechanics and lung histology were analyzed. Genome wide gene expression profiling and subsequent confirmatory quantitative polymerase chain reaction (qPCR) for selected genes were performed.

**Results:**

In NBD, both LV_T_/OLPEEP and HV_T_/LPEEP did not affect arterial blood gases, as well as whole genome expression changes and real-time qPCR. In BD, LV_T_/OLPEEP, compared to HV_T_/LPEEP, improved oxygenation, reduced lung damage according to histology, genome analysis and real-time qPCR with decreased interleukin 6 (IL-6), cytokine-induced neutrophil chemoattractant 1 (CINC)-1 and angiopoietin-4 expressions. LV_T_/OLPEEP compared to HV_T_/LPEEP improved overall survival.

**Conclusions:**

In BD, LV_T_/OLPEEP minimizes lung morpho-functional changes and inflammation compared to HV_T_/LPEEP.

## Introduction

Mechanical ventilation is a lifesaving treatment in patients suffering from massive brain damage caused by hemorrhage, ischemic stroke or severe traumatic brain injury [1]. Pulmonary dysfunction is the most frequent extracerebral complication in neurological patients undergoing mechanical ventilation [2] and acute respiratory distress syndrome (ARDS) is recognized as an independent predictor of poor outcome [3]. Pulmonary dysfunction associated with acute brain damage has long been attributed only to a greater increase in sympathetic activity with pulmonary venoconstriction and higher capillary permeability, but recent studies also reported the role of a systemic inflammatory response with pulmonary infiltration of neutrophils, cytokine release and endothelial dysfunction triggered by an initial sympathetic discharge [3,4]. Other factors may also be involved in the complex cross-talk between brain and lungs, like excessive inflammation due to the brain damage-induced impairment of the parasympathetic nervous system [5] and hence, the loss of the protective cholinergic anti-inflammatory pathway [6].

It has been clearly shown in experimental [7,8] as well as clinical settings that mechanical ventilation itself might induce [9,10] or worsen [11] existing lung damage (ventilator-associated lung injury, VALI). VALI is caused by alveolar over-distension and repetitive opening and closing of atelectatic lung regions, respectively [12]. Both conditions ultimately lead to parenchymatous inflammation and, consecutively, ARDS [7]**,** which may cause dysfunction in downstream organs, such as the small bowel, kidney [13] or the brain itself [14].

Apart from limiting the applied tidal volume (V_T_) to 6 mL/kg ideal body weight and keeping end-inspiratory plateau pressure (Pinsp) below 30 cmH_2_O [11], the ideal ventilatory pattern in ARDS is not yet characterized. As an additional component of ventilation strategy for patients with ARDS, the use of recruitment maneuvers in addition to adequate PEEP set during a decremental PEEP trial targeting maximum compliance [15] has been suggested, albeit scientific proof is lacking [16].

In the setting of massive brain damage, high PEEP strategies are thought to compromise cerebral perfusion pressure (CPP) and are therefore not routinely applied in neurocritical care [2]. However, neither the ideal ventilation strategy for patients with massive brain damage nor the underlying biological mechanisms leading to acute respiratory dysfunction are clearly defined.

We hypothesized that in the presence of massive brain injury, a ventilation strategy using low V_T_ and PEEP set according to the minimum elastance of the respiratory system (LV_T_/OLPEEP) may improve lung morphofunction and minimize VALI more effectively than a ventilation regimen using high V_T_ and low PEEP (HV_T_/LPEEP).

## Materials and methods

The study was approved by the Institutional Review Board for the care of animal subjects (University of Heidelberg, Mannheim, Germany). All animals received humane care in compliance with the “Principles of Laboratory Animal Care” formulated by the National Society for Medical Research and the “Guide for the Care and Use of Laboratory Animals” prepared by the U.S. National Academy of Sciences.

### Animal preparation and experimental protocol

A total of 28 specific pathogen-free male Wistar rats (450 to 500 g) housed in standard conditions with food and water *ad libitum* were anesthetized by intraperitoneal (i.p.) injection of ketamine hydrochloride (50 mg/kg; Ketanest 10%®, Pfizer, Karlsruhe, Germany) and xylazine (2 mg/kg; Rompun®, BayerVital, Leverkusen, Germany). Anesthesia was maintained with intravenous ketamine throughout the experiment. The femoral artery and the femoral vein were cannulated with polyethylene catheter tubing (PE-50, neoLab Heidelberg, Germany).

The arterial line was used for continuous monitoring of heart rate (HR) and mean arterial pressure (MAP) and to collect intermittent blood samples (100 μl) for blood-gas analysis (Cobas b121, Roche Diagnostics GmbH, Wien, Austria).

The animals were then put in supine position, tracheotomized, intubated with a 14G polyethylene tube (Kliniject, KLINIKA Medical GmbH, Usingen, Germany) and mechanically ventilated with a neonatal respirator (Babylog 8000, Draeger, Luebeck, Germany) in pressure-controlled mode with a PEEP of 2 cm H_2_O, an inspiratory:expiratory ratio (I:E) of 1:1 and fraction of inspired oxygen (FiO_2_) of 0.5. FiO_2_ was maintained constant throughout the entire experimental period. Pinsp was adjusted to maintain a V_T_ of 6 mL/kg body weight. A variable respiratory rate (RR) of 90 to 110 breaths/minute was applied to maintain a PaCO_2_ value within physiological range. A catheter with a protected tip was inserted in the esophagus for measurement of esophageal pressure (Pes). Proper catheter position was confirmed in all animals, as described previously [17]. Additional intravenous fluid boluses of balanced electrolyte solution (Deltajonin, Deltaselect GmbH, Muenchen, Germany) were given, aiming to maintain a MAP of at least 60 mmHg. The amount of fluid administered and the weight gain after the six-hour experimental period were recorded in each animal. No catecholamines were administered. Body temperature was maintained between 37°C and 38.5°C with a heating pad.

### Experimental protocol

Upon completion of the instrumentation, animals were allowed to stabilize for 15 minutes and were then randomly allocated to one of two groups to receive low V_T_ (6 mL/kg body weight) and open lung PEEP ventilation (LV_T_/OLPEEP, n = 14) or high V_T_ (12 mL/kg body weight) and low PEEP ventilation (HV_T_/LPEEP, n = 14) (Baseline). In the LV_T_/OLPEEP group, a recruitment maneuver, applied as continuous positive airway pressure of 25 cm H_2_O for 40 seconds followed by a decremental PEEP trial started at 10 cm H_2_O, was performed. Pinsp was adjusted to deliver a V_T_ of 6 mL/kg body weight followed by a full measurement of respiratory system mechanics, gas exchange and hemodynamics. PEEP was then reduced in steps of 2 cm H_2_O and changes in static elastance of the respiratory system (Estat,RS) were measured after a 10-minute equilibration period. PEEP was reduced until the Estat,RS no longer decreased. PEEP at minimum Estat,RS was defined as “open lung PEEP” (OLPEEP) as previously described [4,5]. Animals were then re-recruited and LV_T_/OLPEEP was applied throughout the experimental period. All other ventilator settings remained unchanged. Animals in each treatment group were then further randomized into two subgroups according to the induction of massive brain damage (BD) or not (NBD). Brain damage was induced with a 4.7 F Fogarty catheter (Cardinal Health, Dublin, OH, USA) inserted into the epidural space through an occipital burr hole and then gradually inflated over a one-minute period with 750 μl of saline [18,19]. Subdural or intracerebral placement of the catheter was avoided to prevent extracranial herniation of brain tissue. Massive brain damage was verified by the presence of the Cushing response during balloon inflation and dilated, fixed pupils without photomotor reflex [19]. Animals in the NBD groups received no trepanation. All four subgroups (NBD and BD with LV_T_/OLPEEP or HV_T_/LPEEP) were ventilated for six hours. Hemodynamics (MAP and HR) were recorded online and blood gas analysis was performed hourly. At the end of the experiment, the respiratory system, lung and chest wall static elastance, gas exchange and hemodynamics were assessed as well as body weight. Immediately after the measurement of respiratory mechanics (END), 1,000 IU of heparin were injected intravenously and a laparotomy was done. The trachea was clamped at 5 cmH_2_O PEEP in all groups to standardize pressure conditions. The abdominal aorta and vena cava were sectioned, yielding a massive hemorrhage that quickly killed the animals. Lungs were removed *en bloc*. The right lungs were quick frozen in nitrogen for mRNA extraction and GeneArray analysis. The left lungs were immersed in 4% formalin and embedded in paraffin.

#### Respiratory system, lung and chest wall mechanics

Tracheal (Ptrach) and esophageal pressures (Pes) were recorded during three to four seconds of airway occlusion at end-expiration and end-inspiration. Estat,RS was computed as Estat,RS = ΔPtrach/V_T_, where ΔPtrach is the difference between end-inspiratory and end-expiratory tracheal pressure. Static elastance of the chest wall (Estat,CW) was computed as ΔPes/V_T_, where ΔPes is the difference between end-inspiratory and end-expiratory esophageal pressure. Static lung elastance (Estat, L) was calculated as (Estat,L = Estat,RS - Estat,CW) [7,8].

#### Histological examination

Paraffin-embedded specimens were cut into 4 μm-thick slices and stained with hematoxylin and eosin. Morphological examination was performed in a blinded fashion by two investigators, using a conventional light microscope at ×100 magnification across 10 random, non-coincident fields of view. A five-point semiquantitative severity-based scoring system was used as previously described [7]. Pathological findings were graded as absent = 0, slight = 1, moderate = 2, high = 3 and severe = 4. The amount of intra- and extra-alveolar hemorrhage, intra-alveolar edema, inflammatory infiltration of the interalveolar septa and airspace, atelectasis and over-inflation were rated. The scoring variables were added and a histological total lung injury score per slide was calculated.

#### Affymetrix whole transcript expression analysis and confirmatory qPCR

Total RNA of right lung tissue was extracted and DNase treatment was carried out. RNA concentration was assessed by 260/280 measurements using the Infinite® 200 PRO NanoQuant (Tecan Group Ltd., Maennedorf, Switzerland), and RNA integrity was measured by Agilent Bioanalyzer 2100 System (Agilent, Böblingen, Germany). A total of 1 μg RNA was transcribed to cDNA according to the protocol provided with the High Capacity cDNA Reverse Transcription kit (Life Technologies GmbH, Darmstadt, Germany). Gene expression profiling was performed using arrays of rat genome 230 2.0-type from Affymetrix (Affymetrix Inc., Santa Clara, CA, USA). Gene expression analyses were performed at the mRNA level by TaqMan low-density array (TLDA) (Invitrogen, Darmstadt, Germany). Pre-designed probe and primer sets for target genes were chosen from an online catalogue. Once selected, the sets were factory-loaded into the customized 384 wells of TLDA cards. Each TLDA card was configured into eight identical sets of 16 genes in triplicate. In all, 13 genes were chosen based on whole genome analysis. Each set of genes also contained two housekeeping/reference genes, *Ppia* and *Eif2b1*. Expression levels were measured in triplicate. Only the genes with reproducible amplification curves of the triplicates were analyzed and presented. TLDA cards were analyzed with RQ Manager Software (Invitrogen, Darmstadt, Germany) for automated data analysis. Gene expression values (RQ) were calculated based on the ∆∆Ct method [20]. A normal untreated animal tissue RNA pool was used as a calibrator and the *Ppia/Eif2b1* housekeeping gene were the references for normalization.

### Statistical analysis

The sample size calculation for testing the primary hypothesis (the gene expression of IL-6 in lung tissue is increased with BD HV_T_/LPEEP compared to BD LV_T_/OLPEEP) was based on effect estimates obtained from pilot studies as well as on previous measurements by our group (mean value and dispersion, respectively). Accordingly, we expected that a sample size of seven animals per group would provide the appropriate power (1-β = 0.8) to identify significant (α = 0.05) differences in IL-6 gene expression, considering an effect size d = 2.2, two-sided test and multiple comparisons (n = 3) (α* = 0.0167, α* Bonferroni adjusted). Data from non-survivors were excluded from further statistical analysis, except for two randomly chosen non-surviving animals from the BD HV_T_/LPEEP group included in the Affimetrix analysis. Thus, only surviving animals were evaluated.

The normality of the data and the homogeneity of variances were tested by means of the Shapiro-Wilk test and Levene’s median test, respectively. Both conditions were satisfied in all instances for physiological data; thus, one-way ANOVA was used followed by Holm-Sidak’s *post-hoc* test as required. Physiological data are expressed as mean ± standard deviation (SD).

Data from lung histology, expressed as median (25% to 75% interquartile range), were tested using Kruskal-Wallis followed by Tukey’s *post-hoc* test. Survival analysis was performed using the log-rank test.

Statistical analyses of physiological, histological and qPCR data, as well as survival analysis, were performed using SigmaPlot 11.0 (Systat Software GmbH, Erkrath, Germany). The level of significance was set at *P* <0.05.

Differential gene expression was analyzed based on log-linear mixed-model ANOVA, using the commercial software package SAS JMP7 Genomics, version 3.1 (SAS Institute, Cary, NC, USA). A type I error rate of alpha = 0.05 with Holm correction was taken as the level of significance. Pathways belonging to various cell functions were obtained from public external databases (Kyoto Encyclopedia of Genes and Genomes, KEGG). A Fisher’s exact test was performed to detect the significantly regulated pathways. PCR data were expressed as medians and 25% to 75% interquartile ranges and analyzed using one-way ANOVA on ranks and Tukey’s *post-hoc* test when appropriate. Statistical significance was set at *P* <0.05.

## Results

All animals in the NBD LV_T_/OLPEEP and BD LV_T_/OLPEEP groups survived, whereas in the NBD HV_T_/LPEEP group, one animal out of seven, and in the BD HV_T_/LPEEP group, three out of seven animals died. Mixing both NBD and BD groups together, LV_T_/OLPEEP resulted in improved survival compared to HV_T_/LPEEP (100% vs. 71.4%, *P* = 0.034).

At the end of six hours of ventilation, no significant physiological differences between NBD LV_T_/OLPEEP and NBD HV_T_/LPEEP were observed. Massive brain damage impaired oxygenation in BD HV_T_/LPEEP but not in BD LV_T_/OLPEEP (470.5 ± 26.7 vs. 321.6 ± 120.0, *P* = 0.005). Furthermore, after six hours, MAP was decreased in both BD groups compared to NBD groups (75.9 ± 10.6 mmHg (NBD LV_T_/OLPEEP End) *vs*. 64.6 ± 8.7 mmHg (BD LV_T_/OLPEEP End), *P* = 0.035, respectively, 72.4 + 20.3 mmHg (NBD HV_T_/LPEEP End) *vs.* 51.6 ± 14.1 (BD HV_T_/LPEEP End), *P* = 0.043) (Table 1).

**Table 1:** Physiological data at baseline and at the end of the experiment

	**BASELINE**		**END**		**END**	
	**LV**_**T**_**/OLPEEP n = 14**	**HV**_**T**_**/OLPEEP n = 14**	**NBD**		**BD**	
			**LV**_**T**_**/OLPEEP n = 7**	**HV**_**T**_**/LPEEP n = 6**	**LV**_**T**_**/OLPEEP n = 7**	**HV**_**T**_**/LPEEP n = 4**
V_T_ (ml/kg)	6.1 ± 0.3 ^+^	11.9 ± 0.2	5.9 ± 0.2 ^*^	12.2 ± 0.3	6.0 ± 0.3 ^#^	11.9 ± 0.2
PEEP (cmH_2_O)	5.0 ± 1.0 ^+^	2.0 ± 0.1	4.75 ± 1.0 ^*^	1.99 ± 0.0	5.2 ± 1.1 ^#^	2.0 ± 0.0
Pinsp (cmH_2_O)	12.6 ± 1.5 ^+^	16.5 ± 2.4	15.0 ± 2.2 ^*^	18.8 ± 4.8	15.0 ± 0.9 ^#^	23 ± 7.6
Pmean (cmH_2_O)	7.9 ± 1.1 ^+^	6.0 ± 1.1	8.3 ± 1.1	8.7 ± 2.0	9.0 ± 0.9	10.3 ± 2.7
RR (bpm)	100.3 ± 2.9 ^+^	31.4 ± 2.4	108.1 ± 5.3 ^*‡^	30.6 ± 4.2	102.3 ± 4.4 ^#^	29.2 ± 3.8
Estat, RS (cmH_2_O.ml^−1^)	2.41 ± 0.4	2.39 ± 0.4	3.42 ± 0.9	2.74 ± 0.9	3.06 ± 0.4	3.44 ± 1.2
Estat, L (cmH_2_O.ml^−1^)	1.83 ± 0.4	1.9 ± 0.4	2.59 ± 1.0	2.23 ± 0.9	2.29 ± 0.4	2.90 ± 1.2
Estat, CW (cmH_2_O.ml^−1^)	0.58 ± 0.2	0.37 ± 0.2	0.49 ± 0.3	0.31 ± 0.1	0.76 ± 0.3	0.50 ± 0.2
PaO_2_/FiO_2_	439.2 ± 47.4	463.8 ± 32.5	458.8 ± 44.9	410.2 ± 129.9	470.5 ± 26.7 ^#^	321.6 ± 120.0
PaCO_2_ (mmHg)	47.5 ± 9.7	41.2 ± 8.6	47.6 ± 12.1	37.5 ± 5.6	39.0 ± 4.5	37.35 ± 5.6
pHa	7.34 ± 0.0	7.34 ± 0.0	7.34 ± 0.1 ^‡^	7.38 ± 0.0	7.42 ± 0.0	7.41 ± 0.1
HR (bpm)	255.4 ± 40.6	284.0 ± 42.7	230.5 ± 60.0 ^‡^	262.5 ± 31.1	292.5 ± 52.6	314.0 ± 90.9
MAP (mmHg)	63.2 ± 11.4	70.5 ± 8.8	75.9 ± 10.6 ^‡^	72.4 + 20.3 ^$^	64.6 ± 8.7	51.6 ± 14.1

BD, brain damage; Estat,CW, chest wall static elastance; Estat,L, lung static elastance; Estat,RS, respiratory system static elastance; HR, heart rate; HV_T_/LPEEP, six hours of high tidal volume ventilation with low PEEP, no brain damage; LV_T_/OLPEEP, six hours of low tidal volume ventilation with open lung positive end-expiratory pressure; MAP, mean arterial pressure; NBD, no brain damage; PaCO_2_, partial pressure of carbon dioxide; PaO_2_/FiO_2_, ratio of partial pressure arterial oxygen and fraction of inspired oxygen; PEEP, positive end-expiratory pressure; pHa, arterial pH; Pinsp, end-inspiratory pressure; RR, respiratory rate; V_T_, tidal volume.

Values are mean ± standard deviation.

+: *P* <0.05 LV_T_/OLPEEP BL vs. HV_T_/LPEEP BL.

*: *P* <0.05 NBD LV_T_/OLPEEP End *vs*. NBD HV_T_/LPEEP End.

#: *P* <0.05 BD LV_T_/OLPEEP End *vs*. BD HV_T_/LPEEP End.

‡: *P* <0.05 NBD LV_T_/OLPEEP End *vs*. BD LV_T_/OLPEEP End.

$: *P* <0.05 NBD HV_T_/LPEEP End *vs.* BD HV_T_/LPEEP End.

The BD LV_T_/OLPEEP group received more fluid than the NBD HV_T_/LPEEP group over the experimental period of six hours (NBD LV_T_/OLPEEP: 45 ± 6.8 ml; NBD HV_T_/LPEEP: 38.25 ± 3.8 ml; BD LV_T_/OLPEEP: 54.5 ± 8.1 ml (*P* <0.001 vs. NBD HV_T_/LPEEP); BD HV_T_/LPEEP 45.5 ± 9.4 ml).

Total lung injury score was higher in BD compared to NBD in HV_T_/LPEEP (4.5 (3.75/6.25) vs. 8 (6.5/8.75), *P* = 0.026) but not in LV_T_/OLPEEP.

LV_T_/OLPEEP reduced inflammation in both NBD and BD (0 (0/0) (NBD LV_T_/OLPEEP) vs. 2 (0.75/2.5) (NBD HV_T_/LPEEP), *P* = 0.01, respectively; 0 (0/0.25) (BD LV_T_/OLPEEP) *vs*. 2.5 (2/3) (BD HV_T_/LPEEP), *P* <0.001), while over-inflation was observed only in BD HV_T_/LPEEP (1 (1/1.25) (BD LV_T_/OLPEEP) *vs*. 2.5(2/3) (BD HV_T_/LPEEP), *P* = 0.029) (Table 2).

**Table 2:** Histological lung injury score

	**NBD**		**BD**	
	**LV**_**T**_**/OLPEEP**	**HV**_**T**_**/LPEEP**	**LV**_**T**_**/OLPEEP**	**HV**_**T**_**/LPEEP**
Total	2.5 (1.75/3)†	4.5 (3.75/6.25)‡	3 (3/3.25)*	8 (6.5/8.75)
Haemorrhage	0 (0/0)	0 (0/0)	0 (0/0)	0 (0/0.75)
Inflammation	0 (0/0)†	2 (0.75/2.5)	0 (0/0.25)*	2.5 (2/3)
Oedema	0 (0/0)†#	1 (0/1)	1 (0/1)	1.5 (1/2)
Atelectasis	1 (0.75/1)	0 (0/1)	1 (1/1)	0 (0/0.75)
Over-inflation	1 (1/1.25)	2 (1/2.25)	1 (1/1.25)*	2.5 (2/3)

All values presented as median and 25% to 75% interquartile ranges.

BD; brain damage; NBD, no brain damage; HV_T_/LPEEP, six hours of high tidal volume ventilation with low PEEP; LV_T_/OLPEEP, six hours of low tidal volume ventilation with open lung positive end-expiratory pressure;

†: *P* <0.05 NBD LV_T_/OLPEEP vs. NBD HV_T_/LPEEP.

*: *P* <0.05 BD LV_T_/OLPEEP *vs*. BD HV_T_/LPEEP.

#: *P* <0.05 NBD LV_T_/OLPEEP *vs*. BD LV_T_/OLPEEP.

‡: *P* <0.05 NBD HV_T_/LPEEP *vs*. BD HV_T_/LPEEP.

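Lung tissue of 24 male rats was profiled on Affymetrix arrays, with 1 array per rat and 6 rats in each of the 4 groups. The groups combined brain damage (BD) or no brain damage (NBD) with 6 h of ventilation by LVT/OLPEEP at 6 mL/kg or by HVT/LPEEP at 12 mL/kg. Of the 6 rats in BD HVT/LPEEP, 2 were non-survivors, and the sample labels do not say which. The authors deposited 1 log2 value per feature and array. The sorted values of all arrays were identical, as after quantile normalization, and ranged from 5.73 to 14.53. Of 19239 features, 16592 carried 1 gene symbol, and 2647 carried none and were left unnamed. Each feature was fitted with limma as the mean of each group, with 1 spread shared by the 4 groups, and p-values were two-sided and adjusted by the Benjamini-Hochberg method over all features. In values simulated for the BD ventilation comparison over 19239 features, this fit recovered 70% of the genes changed 1.5-fold and 98% of those changed 2-fold. The simulated genes varied independently and no simulated rat stood apart, so recovery in the real arrays can be lower. The number of rats per group limits the precision. In 1 BD LVT/OLPEEP rat (replicate 16), skeletal muscle markers lay on average 3.31 above their mean over all arrays on the log2 scale, whereas they lay between -0.29 and 0.14 in the other rats.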

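In BD, genes were both higher and lower in HVT/LPEEP compared to LVT/OLPEEP. Lipg, which encodes endothelial lipase, was higher by 1.97 on the log2 scale (SE 0.29, adjusted p = 0.000832). Lif, a cytokine of the interleukin 6 family, was higher by 1.70 (SE 0.22, adjusted p = 0.000341). Cyp7b1, an oxysterol hydroxylase, was higher by 1.63 and the cytokine Il24 by 1.59. Rtkn2, a marker of alveolar type I cells, differed by -1.33 (SE 0.18, adjusted p = 0.000444), and Gata5, a transcription factor, by -0.98 (SE 0.13, adjusted p = 0.000341). These genes were named for their large differences among called genes whose groups do not overlap. In BD, 549 features were higher and 542 were lower in HVT/LPEEP at an adjusted p under 0.05, with a median absolute difference of 0.42 on the log2 scale, and 174 of the higher and 89 of the lower ones differed at least 1.5-fold. With the Holm correction, which the methods name, 15 were higher and 15 lower, and the total of 30 was 16 to 47 when single rats were left out. In NBD, no feature passed limma's test with either correction (smallest adjusted p = 0.0789). At an unadjusted p under 0.05, 1586 NBD features were higher and 1541 lower in HVT/LPEEP, where 962 in both directions together would pass on average without any change. Of 100 splits of the NBD rats, 5 gave as many, the real one included (highest other 4290, median of the others 582), so chance cannot be excluded. Without NBD HVT/LPEEP replicate 12 the number was 1556. For NBD, limma with array weights called 50 features, and neither its trended, robust fit nor a fit without moderation called any. The ventilation effect itself differed between BD and NBD for 2 features, the Wnt receptor gene Fzd2 (-0.84, SE 0.14) and the ubiquitin ligase gene Trim3 (-0.48, SE 0.08), each at an adjusted p = 0.0455, and this count was 0 to 134 when single rats were left out (134 without BD HVT/LPEEP replicate 37). The BD count of 1091 features depended on single rats. It fell to 602 without BD LVT/OLPEEP replicate 20, to 619 without replicate 18 of that group and to 721 without BD HVT/LPEEP replicate 28, and was 1668 without NBD HVT/LPEEP replicate 12 (743 higher and 925 lower). Without that rat and BD LVT/OLPEEP replicate 16 together, a setting chosen after seeing the data, 534 were higher and 889 lower. With animal number as a covariate, 1026 were higher and 1096 lower in BD, and 149 features differed in their ventilation effect between BD and NBD. Leaving out each of the 15 pairs of BD HVT/LPEEP rats, since any pair could be the non-survivors, gave 262 to 1233 features.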

In both NBD and BD, LV_T_/OLPEEP reduced the number of expressed genes compared to HV_T_/LPEEP (183 *vs*. 1,073 genes and 393 *vs.* 1,974 genes, respectively). Overall, in both NBD and BD, 28 genes simultaneously showed different expression between LV_T_/OLPEEP and HV_T_/LPEEP (Figure 1). 

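Some immediate early genes, which cells transcribe soon after a stimulus such as stretch, had higher mean values under HVT/LPEEP in both NBD and BD, but none of them passed the test over all features in NBD (8 of the 32 in the list were higher when adjusted over the list alone). Compared to LVT/OLPEEP, HVT/LPEEP gave log2 differences for Egr1 of 1.03 in NBD (SE 0.27) and 0.88 in BD (SE 0.27). For Cyr61, a matrix protein gene, the differences were 1.01 in NBD and 0.99 in BD (SE 0.25 in both), and for Epha2, an ephrin receptor gene, 0.73 and 0.70 (SE 0.18 in both). The adjusted p was 0.253 for each of these genes in NBD, and in BD it was 0.0565 for Egr1, 0.0243 for Cyr61 and 0.0252 for Epha2. The mean of the 32 measured genes of this list was higher in HVT/LPEEP by 0.40 in NBD (exact permutation test, adjusted p = 0.161 over 33 lists) and by 0.66 in BD (exact permutation test, adjusted p = 0.0119). By camera with an estimated correlation, the list did not pass in BD (adjusted p = 0.0845). In NBD HVT/LPEEP, replicate 12 had a mean of 0.62 and the next rat 0.04. Without replicate 12, a setting chosen after seeing the data, the NBD difference was 0.28 (exact permutation test, p = 0.0433, not adjusted). The difference of these effects was 0.26, with 25 of 32 genes larger in BD (camera, adjusted p = 0.000829 with the preset correlation and adjusted p = 0.626 with an estimated correlation). No feature passed limma's test in both NBD and BD, as none passed in NBD, and array weights gave 18. At an unadjusted p under 0.05, 775 features passed in both, of which 417 were higher in HVT/LPEEP in both, 256 were lower in both and 102 went opposite ways. Independent lists of these sizes would share 657 features, with 158 higher in both and 170 lower in both. These numbers are no test, since both lists use the same spread of each feature and genes vary together. Without NBD HVT/LPEEP replicate 12 the NBD list had 1556 features in place of 3127, and this overlap was not counted without that rat. Without NBD LVT/OLPEEP replicate 5, 8 features passed in both after adjustment.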

The complete dataset, including normalized and raw data, is available at the GEO repository with accession number (GSE52142).

**Figure 1:**
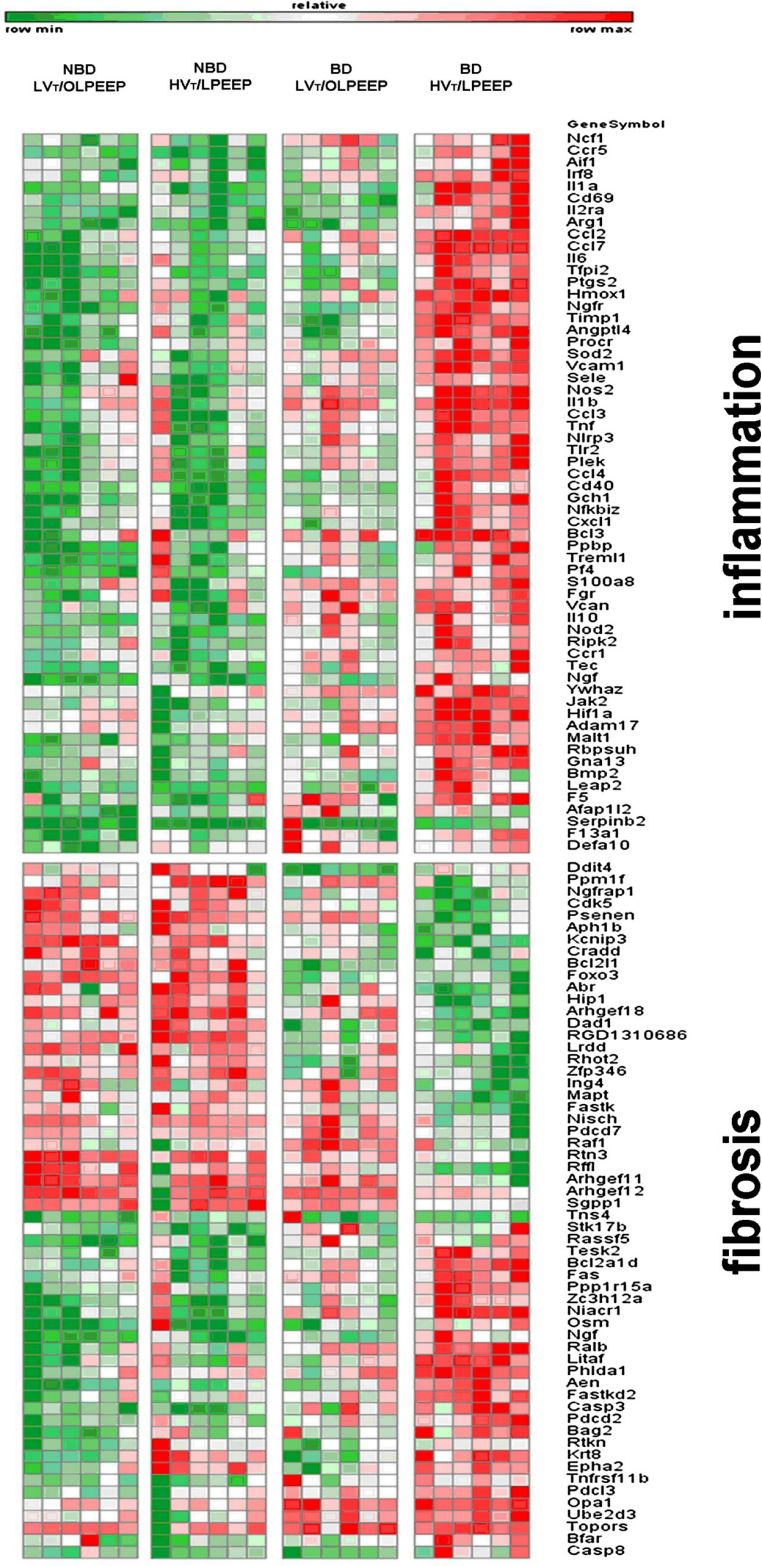
**Heat map for gene expression.** Genes were clustered using MAPPFinder. Gene ontologies of inflammation and fibrosis are shown. Red color indicates up-regulation, green color indicates down-regulation relative to the mean overall four treatment groups, while color intensity corresponds to the fold-change amplitude. BD, brain damage; HV_T_/LPEEP, six hours of high tidal volume ventilation with low PEEP, no brain damage; LV_T_/OLPEEP, six hours of low tidal volume ventilation with open lung positive end-expiratory pressure; NBD, no brain damage.

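Among inflammatory genes, the values were highest in BD HVT/LPEEP. The mean of 30 cytokine and chemokine genes, each set against its own mean over all rats, was 0.80 ± 0.36 (SD, n = 6) on the log2 scale in BD HVT/LPEEP, -0.11 ± 0.24 in BD LVT/OLPEEP, -0.36 ± 0.40 in NBD HVT/LPEEP and -0.33 ± 0.32 in NBD LVT/OLPEEP. The mean of 34 genes of extracellular matrix and fibrosis was 0.02 ± 0.19 in BD HVT/LPEEP and lay between -0.06 and 0.06 in the other groups.

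**Figure D1:**
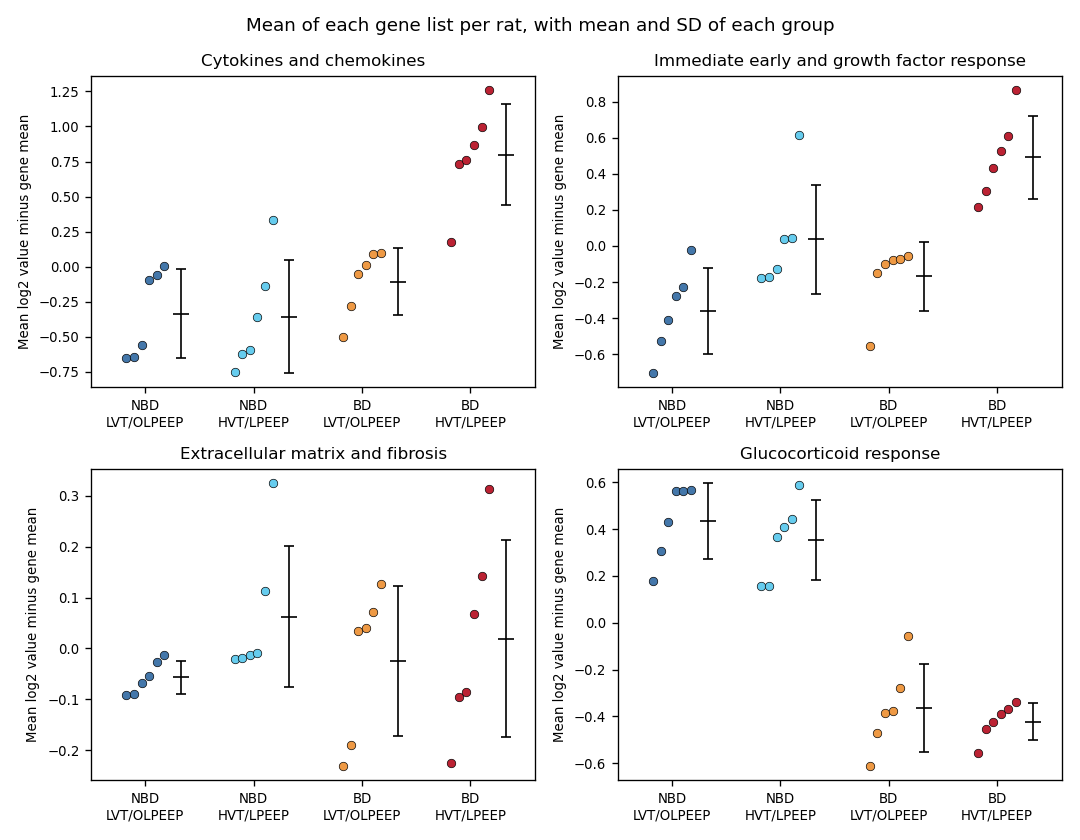
Mean of 4 gene lists in each of the 24 rats by group (vertical axis, mean log2 value of the list's genes minus each gene's mean over all arrays). Points are rats ordered by value within a group, and bars show the mean and SD of the 6 rats. All 6 BD HVT/LPEEP rats lie above all 6 BD LVT/OLPEEP rats for cytokines and chemokines (0.18 to 1.26 against -0.50 to 0.10), while the groups overlap for extracellular matrix and fibrosis.

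Under HVT/LPEEP, several chemokine genes were higher in BD than in NBD. Ccl12, which encodes MCP-5, was higher by 2.93 on the log2 scale (SE 0.30, adjusted p = 1.7e-06), Ccl7 by 2.25 (SE 0.32, adjusted p = 9.63e-05) and Ccl2, which encodes MCP-1, by 1.73 (SE 0.29, adjusted p = 0.000386). Zbtb16 and Fkbp5, which glucocorticoids induce, were lower in BD under HVT/LPEEP by log2 differences of -2.72 (SE 0.23) and -1.57 (SE 0.13), and under LVT/OLPEEP by -2.25 (SE 0.23) and -1.66 (SE 0.13). In BD compared to NBD, limma called 1135 features higher and 1636 lower under HVT/LPEEP, and 40 higher and 102 lower under LVT/OLPEEP. Of these, 23 were higher and 87 were lower in both, where independent lists would share 2.36 and 8.67. The 2 lists are not independent, since they use the same spread of each feature and genes vary together. Of the 30 cytokine and chemokine genes, 22 were higher in BD under HVT/LPEEP, none was lower and 8 did not pass (28 higher when adjusted over the list alone). Of 15 markers of alveolar type II cells, 5 were lower in BD under HVT/LPEEP (7 lower when adjusted over the list alone), with a mean difference of -0.25 (exact permutation test, adjusted p = 0.0179). Of 14 type I markers, 6 were lower (6 when adjusted over the list alone), with a mean difference of -0.24 (exact permutation test, adjusted p = 0.0476). Of 14 genes of alveolar fluid and ion transport, 5 were lower and 1 was higher (the same when adjusted over the list alone), with a mean difference of -0.16 (exact permutation test, adjusted p = 0.0317). By camera with an estimated correlation these 3 lists did not pass (adjusted p = 0.176, 0.208 and 0.158). Under LVT/OLPEEP the fluid and ion transport list had a mean difference of -0.16 too (exact permutation test, adjusted p = 0.0571). The type II and type I lists differed by -0.09 and -0.07 there (exact permutation tests, adjusted p = 0.3 and 0.306). The lists of neutrophil, lymphocyte and macrophage markers did not pass the exact test in BD against NBD under HVT/LPEEP. Of 22 neutrophil markers, 3 were higher and 19 did not pass (3 higher when adjusted over the list alone), with a mean difference of 0.42 (exact permutation test, adjusted p = 0.176). Of 23 markers of T, B and NK cells, 6 were higher and 17 did not pass (7 higher when adjusted over the list alone), with a mean difference of 0.37 (exact permutation test, p = 0.0281, adjusted p = 0.0619). Of 18 macrophage and monocyte markers, 4 were higher, 2 were lower and 12 did not pass (4 higher and 3 lower when adjusted over the list alone), with a mean difference of 0.025 (exact permutation test, adjusted p = 0.846). By camera, the neutrophil list and that of T, B and NK cells had an adjusted p = 0.000271 and 3.86e-05 with the preset correlation, and an adjusted p = 0.446 and 0.282 with an estimated correlation. Under LVT/OLPEEP, 1 of the 30 cytokine and chemokine genes was higher, Ccl12, and 29 did not pass (4 higher and 1 lower when adjusted over the list alone). Of 22 genes of NF-kappaB signalling, 17 were higher under HVT/LPEEP and none was lower, with 20 higher when adjusted over the list alone. Of 34 genes of extracellular matrix and fibrosis, 3 were higher and 4 were lower in BD under HVT/LPEEP and 27 did not pass, with the same numbers when adjusted over the list alone. By camera, a test of a list against the other genes, the cytokine list had an adjusted p = 7.6e-19 with the preset correlation and an adjusted p = 0.0629 with an estimated correlation. The mean of the list was higher in BD HVT/LPEEP than in NBD HVT/LPEEP by 1.15 (exact permutation test, adjusted p = 0.0179). Ccl12 under LVT/OLPEEP no longer passed without NBD LVT/OLPEEP replicate 23 (adjusted p = 0.0503) or 27 (adjusted p = 0.0593). The count under LVT/OLPEEP fell to 57 without NBD LVT/OLPEEP replicate 27 and was 267 without NBD HVT/LPEEP replicate 12.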

In brain damaged animals, HV_T_/LPEEP led to a significant increase of interleukin 6 (IL-6) (6.7 (3.5/10.5) (BD LV_T_/OLPEEP) *vs*. 35.2 (23.6/45.2) (BD HV_T_/LPEEP), *P* = 0.008), cytokine-induced neutrophil chemoattractant 1- (CINC-1) (2.0 (1.7/2.5) (BD LV_T_/OLPEEP) *vs*. 6.7 (4.2/16.0) (BD HV_T_/LPEEP), *P* = 0.004) and angiopoietin 4 (2.9 (1.9/5.6) (BD LV_T_/OLPEEP) *vs*. 6.8 (5.9/11.1) (BD HV_T_/LPEEP), *P* = 0.043) mRNA expressions in qPCR compared to BD LV_T_/OLPEEP, while no significant differences were detected in the absence of brain damage (Figure 2). No significant differences between BD LV_T_/OLPEEP and BD HV_T_/LPEEP were found in tumor necrosis factor (TNF)-α, monocyte chemotactic protein (MCP) 1 and 5, E-selectin, vascular cell adhesion protein 1, heme oxygenase-1, nitric oxide synthase-2, hypoxia inducible factor-1α and caspase-1.

**Figure 2:**
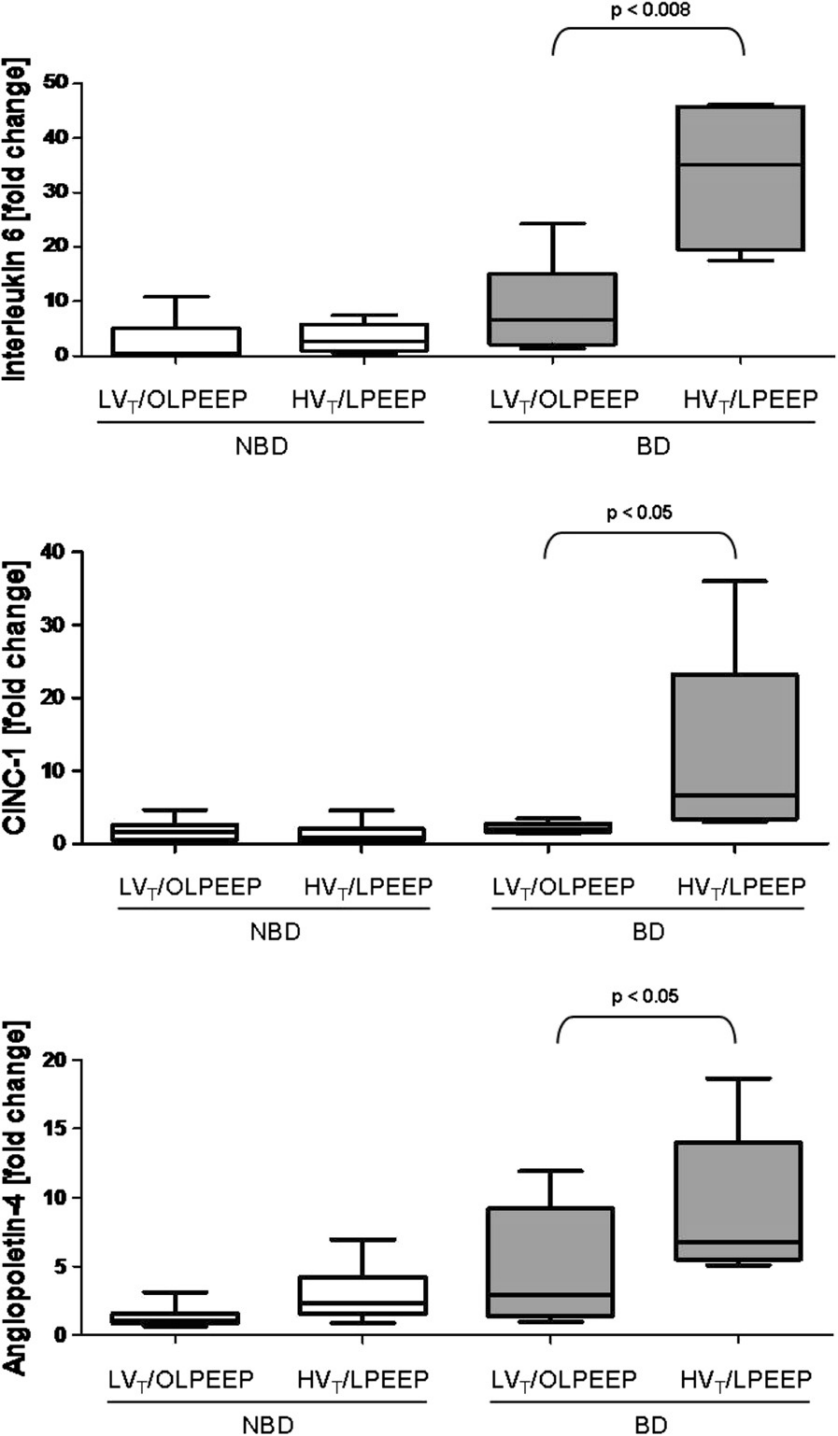
**Polymerase chain reaction of lung tissue.** All values are presented as median and 25% to 75% interquartile ranges. *P*-values above brackets showed significant difference (*P* <0.05). BD, brain damage; HV_T_/LPEEP, six hours of high tidal volume ventilation with low PEEP, no brain damage; LV_T_/OLPEEP, six hours of low tidal volume ventilation with open lung positive end-expiratory pressure; NBD, no brain damage.

## Discussion

In the present study, we investigated the effects of a lung-protective ventilatory strategy by using low V_T_ and PEEP titrated to the minimal static elastance of the respiratory system (LV_T_/OLPEEP) compared to high V_T_ and low PEEP (HV_T_/LPEEP) on lung morphofunction and whole genome differences in the presence and absence of massive brain damage. Following a recruitment maneuver, PEEP set at minimal elastance is thought to represent open lung PEEP according to the mathematical model proposed by Hickling [21]. In NBD, both LV_T_/OLPEEP and HV_T_/LPEEP did not affect arterial blood gases, as well as whole genome expression changes and real-time PCR. 

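In NBD, no inflammatory gene of the arrays passed the test between the ventilation settings. Compared to LVT/OLPEEP, HVT/LPEEP gave log2 differences of 0.88 for Il6 (SE 0.59, adjusted p = 0.448), -0.04 for Cxcl1, which encodes CINC-1 (SE 0.33, adjusted p = 0.964), and 0.07 for Angpt4 (SE 0.06, adjusted p = 0.549). Of the 12 genes that the paper names from its qPCR panel, limma called none, and 1 was lower when adjusted over the list alone, Hif1a (-0.31, SE 0.09, adjusted p = 0.0341). The study chose this panel from these arrays, so the count over the list alone is not independent evidence. The mean of 30 cytokine and chemokine genes differed by -0.02 (exact permutation test, adjusted p = 0.982 over 33 lists), and of all the lists none passed this test. By camera with its preset correlation, the lists of immediate early genes, platelet markers and oxidative phosphorylation were higher and the interferon response was lower in HVT/LPEEP. None of these 4 held with an estimated correlation (adjusted p = 0.919 for each), and none of their genes passed over all features. At an unadjusted p under 0.05, 16.3% of all features (3127) differed in NBD, and 5 of 100 splits of these rats gave as many, the real one included. Without NBD HVT/LPEEP replicate 12, which had the lowest mean correlation with its own group (0.951), this number was 1556, and without each of the other NBD rats it was 2192 to 4057. Without NBD LVT/OLPEEP replicate 5, 12 features passed after adjustment, and without BD LVT/OLPEEP replicate 20, 2 did.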

In BD, LV_T_/OLPEEP compared to HV_T_/LPEEP reduced lung damage according to histology, genome analysis and real-time PCR with significantly lower interleukin (IL-6), CINC-1 and angiopoietin-4 expressions.

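In BD, Il6 and Cxcl1 were higher in HVT/LPEEP than in LVT/OLPEEP on the arrays, and Angpt4 was not. The log2 value of Il6, the gene of interleukin 6, was 11.71 ± 0.80 (SD, n = 6) in BD HVT/LPEEP and 9.45 ± 0.99 in BD LVT/OLPEEP, a difference of 2.26 (SE 0.59, adjusted p = 0.0257). Cxcl1, the gene of CINC-1, was 12.09 ± 0.64 and 10.82 ± 0.41, a difference of 1.27 (SE 0.33, adjusted p = 0.0254). For both genes, 5 of 6 BD HVT/LPEEP rats lay above every BD LVT/OLPEEP rat (exact permutation test, two-sided, p = 0.00433 and adjusted p = 0.013 over the panel for each). Angpt4, the gene of angiopoietin 4, was 8.53 ± 0.07 and 8.56 ± 0.05, a difference of -0.02 (SE 0.06, adjusted p = 0.861), and its mean value lay at the 36th percentile of all features. Angptl4, which encodes angiopoietin-like 4, an inhibitor of lipoprotein lipase, was 11.40 ± 0.29 and 9.81 ± 0.56, a difference of 1.60 (SE 0.31, adjusted p = 0.0059). Angptl4 was named as one of the largest rises among genes whose groups do not overlap, so its separation is no further evidence.

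**Figure D2:**
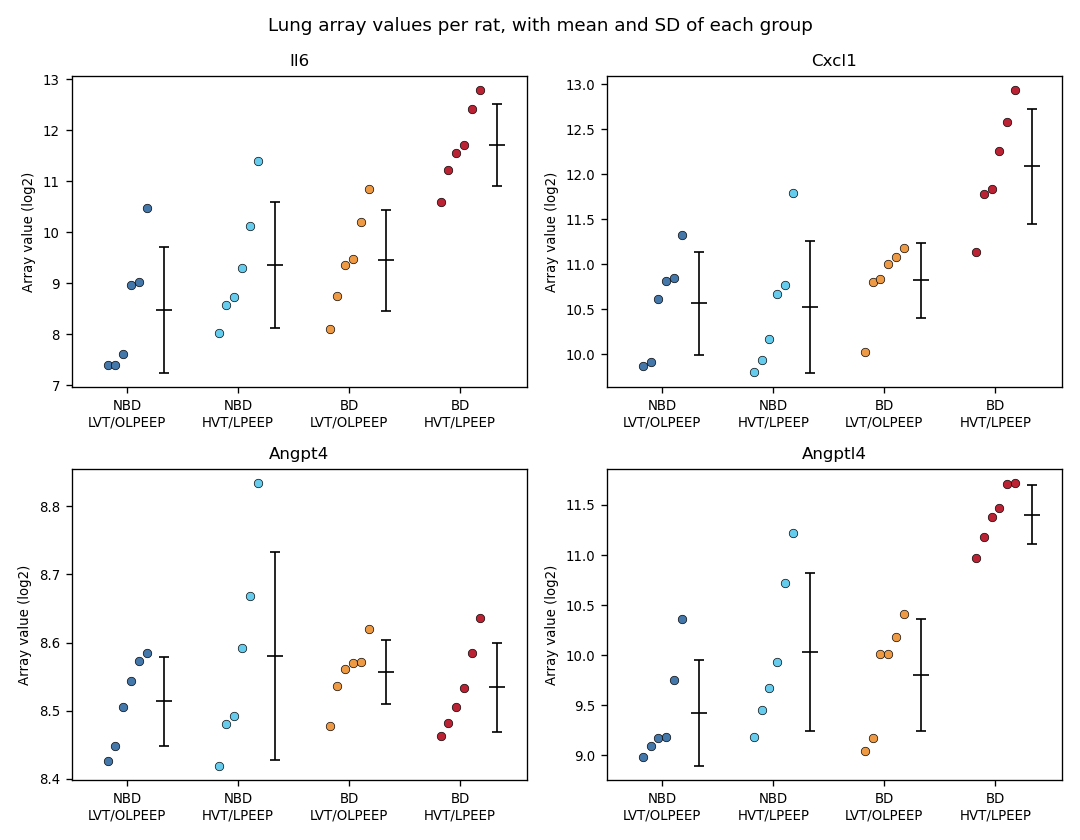
Array values of Il6, Cxcl1, Angpt4 and Angptl4 in each of the 24 rats by group (vertical axes, log2, with a different range for each gene). Points are rats ordered by value within a group, and bars show the mean and SD of the 6 rats. Il6 lies at 11.71 on average in BD HVT/LPEEP and at 9.45 in BD LVT/OLPEEP, while the Angpt4 means of these groups lie at 8.53 and 8.56.

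Of the 12 genes of the qPCR panel that the paper names, 5 were higher in BD HVT/LPEEP and none was lower (9 higher when adjusted over the list alone, which is not independent evidence, since the study chose the panel from these arrays). Besides Il6 and Cxcl1, these were Ccl2 (0.98, adjusted p = 0.0484), Ccl12 (1.14, adjusted p = 0.0275) and Hif1a (0.41, adjusted p = 0.0106). Without BD LVT/OLPEEP replicate 20, Ccl2 had an adjusted p = 0.124 and Ccl12 an adjusted p = 0.0764. Ccl12 also no longer passed without BD LVT/OLPEEP replicate 7 or BD HVT/LPEEP replicate 11, 22 or 26. Ccl2 no longer passed without any of these, without BD LVT/OLPEEP replicate 9 or 18, BD HVT/LPEEP replicate 24 or 28, NBD LVT/OLPEEP replicate 6, 29 or 30, or NBD HVT/LPEEP replicate 13, 19 or 34 (adjusted p = 0.0531 to 0.094). Tnf, Sele, Vcam1, Hmox1, Nos2 and Casp1 were higher by 0.54 to 0.77 on average and did not pass over all features (adjusted p = 0.0584 to 0.384). By the exact permutation test adjusted over the panel, Tnf, Sele, Vcam1 and Hmox1 passed (adjusted p = 0.013 to 0.0404), and Nos2 and Casp1 did not. The ventilation effect on Il6 was larger in BD than in NBD by 1.38 (SE 0.83, adjusted p = 0.477), and that on Cxcl1 by 1.31 (SE 0.47, adjusted p = 0.229), so neither was shown to differ between BD and NBD by this fit. Animal number as a covariate gave an adjusted p = 0.019 for this difference in Cxcl1. Il6 and Cxcl1 in BD no longer passed when some single BD rats were left out, with Il6 at an adjusted p = 0.0707 and Cxcl1 at an adjusted p = 0.0704 without BD LVT/OLPEEP replicate 20. The same held for Il6 without BD LVT/OLPEEP replicate 18 or BD HVT/LPEEP replicate 11 or 26, and for Cxcl1 without these or BD HVT/LPEEP replicate 22. From histology, genome analysis and qPCR, the paper concludes that LVT/OLPEEP lessened lung damage in BD, and it proposes that the higher IL-6 and CINC-1 may be related to mechanotransduction as the alveolar-capillary barrier is distorted more.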

Protective mechanical ventilation with low V_T_ has been associated with reduced mortality and/or morbidity in patients with or without ARDS [10,11,22]. Furthermore, low V_T_ with high PEEP compared to high V_T_ and low PEEP has been found to prevent postoperative pulmonary complications in patients with non-injured lungs [23]. However, protective ventilation strategies using low V_T_ and high PEEP are not usually applied in patients with massive brain injury, due to the risk of hypercapnia and reduced cerebral perfusion [24]. In this line, patients with brain damage are usually ventilated with V_T_ higher than 6 mL/kg and low PEEP [2], even though it may be associated with lung damage, inflammation and, ultimately, organ failure [25].

In this study, NBD HV_T_/LPEEP was associated with higher total histological damage compared to NBD LV_T_/OLPEEP, which was mainly related to inflammation and edema. High volume at end-inspiration is well known to promote alveolar distension, disruption of pulmonary epithelium and endothelium, recruitment of pro-inflammatory cells in the lung tissue and the induction of edema eventually resulting in hypoxia [12]. Protti *et al*. [26] demonstrated a lung strain (the ratio between tidal volume and the functional residual capacity) threshold of higher than 1.5 to 2.0 to be associated with pulmonary dysfunction, emphysematous change, alveolar hemorrhage, hyaline membrane formation and lung weight gain in previously healthy lungs in pigs.

The induction of brain damage led to a higher total histology damage score of BD HV_T_/LPEEP compared to both NBD HV_T_/LPEEP and BD LV_T_/OLPEEP caused primarily by over-inflation and the amount of pro-inflammatory cells in lung parenchyma (Table 2).

This aggravation of lung histological impairment is in line with findings from other groups [27,28], implying that brain damage sensitizes the lung for the potentially deleterious effects of high intrathoracic gas volumes [11] and intratidal re- and de-recruitment [29].

No statistically significant differences in lung mechanics, gas exchange and hemodynamics after the six-hour experimental period between NBD LV_T_/OLPEEP and NBD HV_T_/LPEEP were found showing the comparatively minor functional effects of stress and strain below threshold *in vivo* as also shown by Protti *et al*. [26]. Conversely, in BD, we found a significant impairment of oxygenation in HVT/LPEEP compared to LVT/OLPEEP. Furthermore, MAP was reduced in both BD groups.

As we did not measure cardiac output or perform morphological studies using echocardiography, we can only speculate whether these hemodynamic changes indicate right ventricular failure caused by insufficient end-expiratory lung volume [30] and inflammation-mediated increased afterload [31].

Gene ontology analysis allocated genes showing significant changes in inflammatory and, in a much lesser degree, to profibrotic pathways. 

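In BD, HVT/LPEEP raised many cytokine and immediate early genes, and left most genes of the extracellular matrix without a detected change compared to LVT/OLPEEP. Of 30 cytokine and chemokine genes, 16 were higher, none was lower and 14 did not pass (22 higher when adjusted over the list alone). Cxcl11 and Cxcl9, chemokines that attract T cells, were higher by 2.66 (SE 0.57, adjusted p = 0.0092) and 1.86 (SE 0.38, adjusted p = 0.00727) on the log2 scale, and Il1a, the gene of interleukin 1 alpha, by 1.38 (SE 0.26, adjusted p = 0.00479). Of 32 immediate early and growth factor genes, 16 were higher and none was lower (23 higher when adjusted over the list alone), with Ereg (1.58, SE 0.32) and Areg (1.39, SE 0.24), ligands of the epidermal growth factor receptor, and the AP-1 gene Fosl1 (1.19, SE 0.24) among them. Of 34 genes of extracellular matrix and fibrosis, 1 was higher, Timp1, an inhibitor of matrix metalloproteinases (0.95, SE 0.18, adjusted p = 0.00435), and 33 did not pass, with the same count when adjusted over the list alone. Of 33 interferon response genes, 4 were higher (25 higher when adjusted over the list alone), and of 22 genes of NF-kappaB signalling, 3 (14 higher when adjusted over the list alone). Of 15 markers of alveolar type II cells, 4 were lower (6 lower when adjusted over the list alone), among them the lipid transporter gene Abca3 (-0.44, SE 0.09, adjusted p = 0.00692). By camera, the adjusted p of the cytokine list was 5.61e-17 with the preset correlation and 0.0845 with an estimated correlation, and the immediate early list had 1.81e-17 with the preset correlation. No list of this comparison held with the estimated correlation. For extracellular matrix and fibrosis, camera gave an adjusted p = 0.475 and, with an estimated correlation, an adjusted p = 0.843. The mean of each list was also compared between the rats. All 6 BD HVT/LPEEP rats lay above all 6 BD LVT/OLPEEP rats for cytokines and chemokines, with a difference of 0.90, and for endothelial activation and coagulation, with a difference of 0.43 (exact permutation tests, adjusted p = 0.0119 over 33 lists for both). The matrix and fibrosis list differed by 0.04 (exact permutation test, adjusted p = 0.783), and neutrophil markers by 0.06 (exact permutation test, adjusted p = 0.754), with none of the 22 neutrophil genes past the test. The interferon list differed by 0.93 (exact permutation test, adjusted p = 0.0357), with 1 BD HVT/LPEEP rat (replicate 37) at -0.54, within the range of BD LVT/OLPEEP. Without the pair of BD HVT/LPEEP rats that gives each gene its largest adjusted p, Cxcl9, Cxcl11, Ereg and Abca3 no longer passed (adjusted p = 0.0534 to 0.0729).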

In general, we found more changed genes than previously described [32-35].

Comparing LV_T_/OLPEEP with HV_T_/LPEEP, RT-PCR of lung parenchyma showed increased IL-6, CINC-1 and angiopoietin-4 expressions in BD but not in NBD (Figure 2). In this context, previous studies indicate that IL-6 and CINC-1, pro-inflammatory cytokines, contribute to ventilator induced-lung injury [36-38]. In the present study, the increase in IL-6 and CINC-1 expressions with HV_T_/LPEEP may be related to mechanotransduction in lung tissue by increased distortion of the alveolar-capillary barrier [37]. Moreover, HV_T_/LPEEP the increased neutrophil infiltration and lung edema may be associated with increased angiopoietin-4 [39].

Several mechanisms may explain the inflammatory potentiation of brain injury, going beyond the impact of high end-tidal intrathoracic gas volumes [2,9]. McKeating *et al*. showed that the injured brain itself is a potent source of pro-inflammatory cytokines which are released in the circulation [40]. Additionally, we noted a distinctive and rapid two-fold increase in MAP from baseline during the induction of brain injury in the BD LV_T_/OLPEEP and BD HV_T_/LPEEP groups (data not shown). Brain injury causes a potent sympathoadrenergic response known as the Cushing response, which has pro-inflammatory properties [27,41] and causes hypertensive crisis, pulmonary venoconstriction and, consecutively, elevation of pulmonary artery peak pressure [31,42], resulting in a marked distortion of the alveolar-capillary membrane [27,43]. In addition, the protective anti-inflammatory effect of vagus nerve efferents is lost in massive brain injury [5], thus aggravating the systemic inflammatory response.

The minimized lung morpho-functional changes and inflammatory responses observed in BD brain damaged animals ventilated with low tidal volume and PEEP set to minimal static elastance compared to animals ventilated with high tidal volume and low PEEP may provide some pathophysiological insights explaining the clinical results from Mascia *et al*. [44]

In this randomized controlled clinical trial performed in brain dead organ donors examining the effects of a lung protective ventilatory strategy consisting of tidal volumes of 6 to 8 mL/kg of predicted body weight, high PEEP and precautions to preclude de-recruitment resulted in an increased number of eligible and harvested lungs compared with a high tidal volume/low PEEP strategy.

### Limitations

The current study has several limitations that need to be addressed. First, we aimed to simulate clinically relevant ventilator settings. We did not include control groups with neither ventilator strategies resulting in high end-tidal intrathoracic volumes (like HV_T_/OLPEEP), since they are not recommended in clinical practice. Therefore, we were unable to identify whether the reduction of the V_T_ or the optimization of the functional residual capacity with an optimized PEEP caused the beneficial effects of LVT/OLPEEP, since a group with high V_T_ and OL/PEEP was not analyzed. Second, we chose to maintain a constant PaCO_2_ by decreasing the respiratory rate in the high V_T_ group rather than adding instrumental dead space. Third, we did not use catecholamines but a rather liberal fluid management to prevent hypotension and avoid possible interaction in modulating inflammatory response, organ function and gene expression [18,45-47]. Fourth, we did not assess whether the LV_T_/OLPEEP strategy can protect other organs except the lung from the pro-inflammatory effects of massive brain damage. Fifth, we studied a specific model of severe brain damage [5] and do not know if our results would apply to other models [10,23] or species [48]. We did not study neurological parameters, but focused on the lung rather than on the potential impact of the open lung strategy on brain damage. Therefore, further studies will be required to better define the suitable ventilatory strategy in the setting of massive brain damage. Sixth, the severity of brain damage in our model was not quantified and its potential evolution with different mechanical strategies was not analyzed. Seventh, even though the gene expression profile through genome analysis demonstrated significant differences in the number of regulated genes between both ventilation strategies, the biological significance of these changes in terms of lung tissue damage requires clarification. Nonetheless, confirmatory qPCR analyses for selected genes that previously had been suggested to be implicated in ventilator induced lung injury [36–38] were significantly higher in the HVT/LPEEP group. Whether the increased mRNA expression in turn translates into higher protein expression was not studied and does demand further investigation. Similarly, the contribution of IL-6, CINC-1 and angiopoeitin-4 to the different extent of lung tissue damage in both groups needs to be better evaluated. Nevertheless, these analyses may be considered a starting point in the evaluation of the impact of different ventilator strategies in the presence of severe brain damage.

## Conclusion

In the present study, low tidal volume ventilation with open lung PEEP minimized lung morpho-functional changes and inflammation in the presence of massive brain injury compared to high tidal volume ventilation with low PEEP.

## Key messages

• The combination of high tidal volume ventilation and massive brain damage causes a proinflammatory reaction in pulmonary parenchyma with deterioration in histological analysis and impairment of gas exchange whereas high tidal volume ventilation alone did not.

• Low tidal volume ventilation with PEEP titrated to the minimal static elastance of the respiratory system could alleviate the inflammatory stimulus of massive brain damage.

## Abbreviations

ARDS: Acute respiratory distress syndrome; BD: Brain damage; cDNA: Complementary deoxyribonucleic acid; CINC-1: Cytokine-induced neutrophil chemoattractant 1; CPP: Cerebral perfusion pressure; DNA: Deoxyribonucleic acid; Estat,CW: Static elastance of the chest wall; Estat,L: Static lung elastance; Estat,RS: Static elastance of the respiratory system; FiO2: Fraction of inspired oxygen; HR: Heart rate; HVT/LPEEP: High tidal volume ventilation with low positive end-expiratory pressure; i.p.: Intraperitoneal injection; I:E: Inspiratory:expiratory ratio; ICU: Intensive care unit; IL-6: Interleukin 6; kg: Kilogram; LVT/OLPEEP: Low tidal volume ventilation with positive end-expiratory pressure titrated to minimal static elastance; MAP: Mean arterial pressure; mL: Millilitre; mRNA: Messenger ribonucleic acid; NBD: No brain damage; PaCO2: Partial pressure of carbon dioxide; PEEP: Positive end-expiratory pressure; Pes: Esophageal pressure; Pinsp: End-inspiratory plateau pressure; Ptrach: Tracheal pressure; qPCR: Quantitative polymerase chain reaction; RR: Respiratory rate; SD: Standard deviation; TLDA: TaqMan low density array; VALI: Ventilator-associated lung injury; VT: Tidal volume; ΔPes: Difference between end-inspiratory and end-expiratory esophageal pressure; ΔPtrach: Difference between end-inspiratory and end-expiratory tracheal pressure.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

JK, CT, PP, PRMR and TL participated in the study design. JK, CT, MH, BY and TL performed the study. JK, CT, MH, CS, BY and TL processed the data and performed the statistical analysis. JK, CT, PP, PRMR, BY and TL wrote the manuscript. CS and MH critically revised the manuscript for important intellectual content. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

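Lung tissue of 24 male Wistar rats was profiled on Affymetrix arrays, with 1 array per rat. There were 4 groups of 6 rats, with or without brain damage and ventilated by LVT/OLPEEP or HVT/LPEEP, and groups were taken from the sample labels. The qPCR, histology and physiology of the paper were not analysed here.

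The authors deposited log2 values, 1 per feature and array, in 1 table. How the background was corrected and how probes were summarised into features is not given in the sources used here. The sorted values of all 24 arrays were identical, so the authors' values are quantile-normalized between arrays, and they were used as deposited. The median value was 9.18. The scanner files were not used here, so no signal over background is known per feature.

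Features were named from the platform annotation that pairs feature identifiers with gene symbols. Of 19239 features, 16592 had 1 symbol, 0 had several and 2647 had none. The annotation can be old. The number in the identifier of 16453 named features was found as a gene identifier in a current rat gene table, and for 16420 of these the symbol was the same or a synonym. No symbol was carried by more than 1 feature.

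R 4.3.3 and limma 3.58.1 were used. A linear model with the 4 group means was fitted to each feature with lmFit and eBayes, giving 20 residual degrees of freedom. The contrasts were HVT/LPEEP against LVT/OLPEEP in BD and in NBD, BD against NBD under each ventilation setting, and the difference of the ventilation effects between BD and NBD. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over all 19239 features of a contrast with a threshold of 0.05, with Holm's correction beside it. The paper's methods name a log-linear mixed-model ANOVA with Holm's correction in another program, whose model terms are not given in the sources used here. Limma's fit was tested on simulated values with genes changed by known folds in the BD ventilation comparison. It recovered 48% of the genes changed 1.25-fold, 70% at 1.5-fold, 98% at 2-fold and 98% at 4-fold, called 8 unchanged genes among 19239 features, and called 0 in a contrast left unchanged. The simulated genes varied independently and no simulated rat stood apart. Other splits of the real NBD rats gave up to 238 calls, so these shares and error counts do not carry over to the real arrays.

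The model, the contrasts, 33 gene lists, the rule for named genes and all alternatives but 4 were fixed before the data were examined. Genes of the paper's Figure 1, which was drawn from these arrays, had been seen before, and several are in the lists. Genes of the qPCR panel, chosen by the study from these arrays, are also in some lists. Tests of the lists that hold such genes are not independent of these data. Named genes are those the paper names, the 8 largest rises and 8 largest falls of each contrast among adjusted calls whose groups do not overlap, up to 4 members with the smallest p for each list described and members that move against it, and the 8 features with the smallest adjusted p for the difference of ventilation effects where it passes. Lists were tested with camera at a preset correlation of 0.01, with an estimated correlation as an alternative, and by the counts of members higher and lower. An exact permutation test of the mean of each list between 6 and 6 rats (924 splits, smallest p 0.00216) was added after the camera results were seen. Angptl4 was named by the rule on largest rises.

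Alternatives were quantile normalization and centring of arrays on their median, a filter that left out the 40% dimmest features, a fit of only the 12 arrays compared, eBayes with trend and robust, a fit without moderation, array weights, Holm's correction, unadjusted p-values, a 1.5-fold threshold, animal number as a covariate, leaving out each rat, and leaving out each of the 15 pairs of BD HVT/LPEEP rats because 2 of these rats were non-survivors that the labels do not identify. For lists, fry was also run. The number of rats limits the precision of every value.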

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

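The tests without the 2 arrays that stand apart, of clock genes, of the non-survivors and of neutrophil markers were chosen after the result was seen. The genes of the second glucocorticoid list were fixed after the first list was seen. Array correlations, single genes and scores of gene lists were examined in each of the 4 groups, which gave 96 sets of 6 values. Of these sets, 14 held a rat far from the other 5, and chance gives about 1 in 20 sets. The sets repeat the same rats and are not independent, so the 14 cannot be weighed against that share. BD LVT/OLPEEP replicate 16 and NBD HVT/LPEEP replicate 12 had mean correlations with the rats of their group of 0.955 and 0.951. Replicate 16 also had a skeletal muscle score of 3.31. The muscle genes with the highest array values in it, which do not rank abundance across genes, were Acta1 at 13.76 (highest other rat 10.9), Ckm at 13.29 (10.89) and Mylpf at 13.01 (8.43). Single genes far from their group were Cxcl1 at 10.03 in BD LVT/OLPEEP replicate 20, Tnf at 11.26 in BD LVT/OLPEEP replicate 18 and Nos2 at 11.75 in BD HVT/LPEEP replicate 37. Scores of gene lists far from their group were skeletal muscle in BD HVT/LPEEP replicate 37 (0.14), heart muscle in NBD HVT/LPEEP replicate 34 (1.46) and NBD LVT/OLPEEP replicate 6 (0.49), and fat cells in these 2 NBD rats (0.65 and 0.036). The highest heart muscle (1.93) and fat cell (1.36) scores of all rats were those of BD HVT/LPEEP replicate 37, which this rule did not flag within its more spread group. The interferon response stood apart in NBD LVT/OLPEEP replicate 30 (1.21), and the immediate early response in BD LVT/OLPEEP replicate 20 (-0.56) and NBD HVT/LPEEP replicate 12 (0.62).

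The ventilation effect differed between BD and NBD for Fzd2 (-0.84) and Trim3 (-0.48) by limma's test of the difference. Neither passed in a fit without moderation (adjusted p = 0.0649 for both).

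The paper does not discuss the contrast of BD with NBD by gene, in which 2771 features passed under HVT/LPEEP and 142 under LVT/OLPEEP. Of 10 measured glucocorticoid response genes, 5 were lower under HVT/LPEEP and 4 under LVT/OLPEEP, and none was higher, with mean differences of -0.78 and -0.80. Without the 2 arrays that stand apart the smaller difference was -0.815, and with animal number as a linear covariate it was -0.745. This argues against these arrays, and against a linear trend in animal number, as the whole cause. Time of day is argued against under LVT/OLPEEP by 5 other clock genes, whose mean differed by 0.055 (95% interval -0.285 to 0.395). The single genes lay between -0.091 (Tef) and 0.222 (Dbp) there. Under HVT/LPEEP their mean differed by -0.406 (95% interval -0.746 to -0.066, exact permutation p = 0.0152), so time of day stays open under that setting. Less glucocorticoid signalling after BD may explain the pattern, but a second list of 13 measured target genes did not pass limma's camera test (larger unadjusted p = 0.224) under either setting. Its mean was -0.146 under HVT/LPEEP (95% interval -0.254 to -0.039, exact permutation p = 0.0195) and -0.09 under LVT/OLPEEP (95% interval -0.197 to 0.018, exact permutation p = 0.117). By the rule written for this test, the mean of -0.09 counts against the explanation, though only just. Its interval spans both outcomes of that rule, and the HVT/LPEEP mean was lower, so these values do not settle the question.

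Cytokine and chemokine genes were higher in BD HVT/LPEEP than in BD LVT/OLPEEP. The 2 non-survivors are argued against as the whole cause, since without each of the 15 pairs the difference was at least 0.74 (95% interval at this pair 0.302 to 1.178), against 0.904 with all rats. With animal number as a linear covariate the difference was 1.147 (95% interval 0.795 to 1.498), which argues against a linear trend in animal number. The numbers ran from 7 to 20 in BD LVT/OLPEEP and from 11 to 37 in BD HVT/LPEEP, and their meaning is not stated. With so little overlap, a step between early and late rats cannot be told apart from the ventilation setting. More neutrophils in an unchanged state could raise such genes, and the neutrophil marker score differed by 0.057 (95% interval -0.353 to 0.467), which reaches just beyond the bound set against this explanation. By histology, the paper reports more inflammation in BD HVT/LPEEP than in BD LVT/OLPEEP, and its discussion names increased neutrophil infiltration. The marker score does not count cells, so this explanation stays open. The ventilation setting itself stays open, as does a change in the state of the cells.

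In NBD, 3127 features had an unadjusted p under 0.05 and none passed after adjustment. Of 100 splits of these rats, 5 gave as many, the real one included (highest other 4290), so chance cannot be excluded. Without NBD HVT/LPEEP replicate 12 the number was 1556, and without each of the other 11 NBD rats it was 2192 to 4057, so this rat may account for part of it. The 1556 lies above the 962 that would pass on average without any change. It also lies narrowly above 1.5 times that number, the bound set beforehand for this explanation. By that rule this rat is not the whole cause, but 1556 also lies below the count without any other NBD rat. The shares of the rat, the ventilation setting and chance cannot be told apart.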

How the results depend on the processing

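The settings without 2 arrays that stand apart, with an unadjusted p and at least 1.5-fold, and with the exact permutation test of lists, and the immediate early list without NBD HVT/LPEEP replicate 12, were chosen after seeing the data. Counts are given in the order BD ventilation, NBD ventilation, BD against NBD under HVT/LPEEP, the same under LVT/OLPEEP, and the difference of ventilation effects, and were 1091, 0, 2771, 142 and 2. Unless a value or the setting itself shows it, the cause was not tested.

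A stricter or looser threshold changes the counts by construction. Holm's correction gave 30, 0, 180, 17 and 0, unadjusted p-values 4040, 3127, 5340, 2230 and 2629, and Benjamini-Hochberg with at least 1.5-fold 263 in BD, 563 and 42 in the BD contrasts and 1 for the difference. An unadjusted p with at least 1.5-fold gave 411, 224, 686 under HVT/LPEEP and 550 for the difference. Features shared by both ventilation contrasts were 0, and 775 unadjusted, 35 unadjusted with at least 1.5-fold and 18 with array weights.

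Animal number as a covariate gave 2122 in BD, 149 for the difference, 64 in BD with Holm, 10 panel genes in BD and 3 for the difference. Array weights gave 50 in NBD, 5 with Holm, 608 in BD against NBD under LVT/OLPEEP and 41 for the difference. Without the 40% dimmest features, 1 feature passed in NBD, also with Holm. The trended, robust fit gave 87 under LVT/OLPEEP and 0 for the difference, a fit without moderation 0 for the difference, and a fit of the 2 groups compared 15 in BD with Holm. Without 2 arrays that stand apart, 20 features and 1 panel gene passed for the difference, 8 lists passed in NBD, and the skeletal muscle list in BD reversed from -0.493 to 0.085, since the muscle signal lay in BD LVT/OLPEEP replicate 16.

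Leaving out each pair of BD HVT/LPEEP rats, which leaves fewer rats, gave at least 262 in BD (replicates 11 and 22), 8 with Holm, 0 panel genes, and 1464 in BD against NBD under HVT/LPEEP (replicates 22 and 26). For the difference it gave 0 (11 and 28) to 266 (24 and 37) features and up to 3 panel genes.

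Leaving out each rat in turn gave 602 to 1668 in BD, 0 to 12 in NBD, 2125 to 3143 under HVT/LPEEP, 57 to 267 under LVT/OLPEEP and 0 to 134 for the difference, where 23 of 24 rats moved the count. With Holm it gave 16 to 47 in BD and 0 to 1 in NBD, and 0 to 8 shared features. Panel genes past the threshold were 1 to 7 in BD, 0 to 0 in NBD, 10 to 11 and 0 to 2 in BD against NBD under HVT/LPEEP and LVT/OLPEEP, and 0 to 1 for the difference. Under LVT/OLPEEP, the count moved without NBD LVT/OLPEEP replicates 6 (71), 23 (80), 27 (57), 29 (78) and 30 (94), NBD HVT/LPEEP replicate 12 (267) and BD LVT/OLPEEP replicates 9 (87), 14 (68), 16 (80) and 18 (92). With Holm in BD it moved without NBD HVT/LPEEP replicate 12 (47), BD LVT/OLPEEP replicates 18 (17) and 20 (17) and BD HVT/LPEEP replicates 26 (18) and 28 (16).

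Camera with the preset correlation called 18, 4, 17, 16 and 14 lists. An estimated correlation called 0, 0, 0, 1 and 0, and fry called 11 in BD, 0 in NBD, 3 under LVT/OLPEEP and 2 for the difference. The exact permutation test called 13 in BD, 12 under HVT/LPEEP and 0 both in NBD and under LVT/OLPEEP. The qPCR panel, which the study chose from these arrays, is among the 13 and the 12. The smallest p of this test is 0.00216, so a list that separates alone cannot pass over 33 lists. Under LVT/OLPEEP the glucocorticoid list separated all rats of the 2 groups (-0.797, exact permutation test, p = 0.00216) and had an adjusted p = 0.0571. A count of 0 therefore does not show that no list changed.

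Of 150 calls of named genes and list members, 38 were lost in at least 1 fit that left out a rat, 10 without moderation, 2 with animal number and 5 without the 2 arrays, and none reversed in these settings. Of 132 such calls, 59 were lost without the pair that gave each its largest adjusted p. Quantile normalization and median centring moved no value, because the arrays already share 1 distribution. No symbol had more than 1 feature, so averaging features gave no value. No paired analysis was possible because no animal number is shared between groups. The signal over background is not known, so genes near background cannot be separated from genes without a change.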

Differences from the paper's values

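The setting with an unadjusted p and at least 1.5-fold was chosen after seeing the values. The paper's sentence does not say what the genes of each arm were compared with, and they were read as the genes higher in that arm. Counts use Holm's correction at 0.05, which the paper states, and a list of the paper's called genes was not used here, so the items a setting drops cannot be counted.

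Genes higher in LVT/OLPEEP in NBD are 183 in the paper and 0 here. None of the alternatives set before the data were examined comes within the paper's value (0 with most, 1541 with unadjusted p-values), and an unadjusted p with at least 1.5-fold, chosen after seeing the values, gives 170. Genes higher in HVT/LPEEP in NBD are 1073 in the paper and 0 here. Of the alternatives set before the data were examined, unadjusted p-values (1586) come within 1.5 times of the paper's value and the others do not.

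Genes higher in LVT/OLPEEP in BD are 393 in the paper and 15 here. The Benjamini-Hochberg correction (542) comes within 1.5 times of the paper's value, and the other alternatives set before the data were examined do not. Genes higher in HVT/LPEEP in BD are 1974 in the paper and 15 here. Unadjusted p-values (1920) come within 1.5 times of the paper's value, and the other alternatives set before the data were examined do not (549 with Benjamini-Hochberg). No single setting comes within 1.5 times of all of the paper's counts.

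Genes changed by ventilation in both NBD and BD are 28 in the paper and 0 here. None of the alternatives set before the data were examined comes within 1.5 times of it (18 with array weights, 775 with unadjusted p-values), and an unadjusted p with at least 1.5-fold, chosen after seeing the values, gives 35.

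By qPCR, the paper reports higher IL-6, CINC-1 and angiopoietin 4 in BD HVT/LPEEP. On the arrays Il6 (2.26) and Cxcl1 (1.27) were higher too, and Angpt4 differed by -0.02 (adjusted p = 0.861). The paper finds no difference by qPCR in 9 other genes. On the arrays 6 of these 9 did not pass over all features, and Ccl2 (0.98, adjusted p = 0.0484), Ccl12 (1.14, adjusted p = 0.0275) and Hif1a (0.41, adjusted p = 0.0106) did. The qPCR tests were not adjusted over all features, so the thresholds differ. By the exact permutation test adjusted over the panel alone, Hmox1, Vcam1, Tnf and Sele passed too (adjusted p = 0.013 to 0.0404). Nos2 and Casp1 did not (exact permutation test, adjusted p = 0.0598 and 0.0708). The groups are not the same, since by the paper's methods non-survivors were excluded except for 2 in the BD HVT/LPEEP arrays. Without a pair of BD HVT/LPEEP arrays the panel genes past the threshold can fall to 0, and Angpt4 did not pass when any of the 15 pairs was left out.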

Other observations

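No test reported here was chosen after the result was seen, except the exact permutation tests of lists. Other splits of the same rats were counted, 100 for each comparison with the real one included. For ventilation in BD, 1 split gave as many features (real 1091, highest other 3), and with Holm's correction 1 (real 30, highest other 1), so chance can be excluded. For BD against NBD, 2 splits gave as many under HVT/LPEEP (real 2771, highest other 3234) and 1 under LVT/OLPEEP (real 142, highest other 37), so chance can be excluded at a share of 5%. The split with 3234 exchanges NBD HVT/LPEEP replicates 10, 19 and 33 with BD HVT/LPEEP replicates 22, 24 and 37, and points to a structure among these rats other than their group. For ventilation in NBD the real count was 0, with Holm too, so all 100 splits gave as many by construction and tested nothing. The highest other count was 238, in a split that exchanges NBD LVT/OLPEEP replicate 5 with NBD HVT/LPEEP replicate 33. With Holm the highest other count was 3. For the difference of ventilation effects, 2 splits gave as many (real 2, highest other 241). These splits exchange rats between ventilation settings within BD and within NBD. They therefore stand for no ventilation effect in either, not for an equal effect in both, and cannot exclude chance for the difference. A split with many times the real count points to a structure of the samples.

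For the number of gene lists past camera's threshold with the preset correlation, chance cannot be excluded in any comparison. As many lists passed in 11 splits for ventilation in BD (real 18, highest other 23), 86 in NBD (real 4, highest other 19), 18 for BD against NBD under HVT/LPEEP (real 17, highest other 19), 15 under LVT/OLPEEP (real 16, highest other 19) and 32 for the difference of ventilation effects (real 14, highest other 24).

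By the exact permutation test of ventilation in BD, the hypoxia (0.18), apoptosis (0.30), oxidative stress (0.24) and cAMP (0.29) lists were higher and the alveolar type I (-0.26), type II (-0.20) and lung endothelial (-0.25) lists lower (adjusted p = 0.0119 to 0.044). The qPCR panel, which the study chose from these arrays, differed by 0.85 (exact permutation test, adjusted p = 0.0119), which is not independent evidence. The NF-kappaB signalling list differed by 0.46 (exact permutation test, adjusted p = 0.0238). With an estimated correlation camera gave these lists an adjusted p = 0.0845 to 0.534, and the hypoxia list did not pass with the preset correlation either (adjusted p = 0.108). The lists of macrophages, lymphocytes, platelets, red blood cells, club and ciliated cells, glucocorticoid response, unfolded protein response, heat shock, cell cycle, circadian clock, fluid transport, junctions, oxidative phosphorylation, heart muscle, skeletal muscle, fat, mesothelium and lymph node did not pass (exact permutation tests, adjusted p = 0.0714 to 0.996).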
